# Generation of pralatrexate resistant T‐cell lymphoma lines reveals two patterns of acquired drug resistance that is overcome with epigenetic modifiers

**DOI:** 10.1002/gcc.22884

**Published:** 2020-07-30

**Authors:** Luigi Scotto, Cristina Kinahan, Beatrice Casadei, Michael Mangone, Eugene Douglass, Vundavalli V. Murty, Enrica Marchi, Helen Ma, Changchun George, Francesca Montanari, Andrea Califano, Owen A. O'Connor

**Keywords:** pralatrexate, resistance, T‐cell lymphoma

## Abstract

While pralatrexate (PDX) has been successfully developed for the treatment of T‐cell lymphoma, the mechanistic basis for its T‐cell selectivity and acquired resistance remains elusive. In an effort to potentially identify synergistic combinations that might circumnavigate or delay acquired PDX resistance, we generated resistant cells lines over a broad concentration range. PDX‐resistant cell lines H9‐12 and H9‐200 were developed, each exhibiting an IC50 of 35 and over 1000 nM, respectively. These lines were established in vitro from parental H9 cells. Expression analysis of the proteins known to be important determinants of antifolate pharmacology revealed increase expression of dihydrofolate reductase (DHFR) due to gene amplification, and reduced folate carrier1 downregulation, as the putative mechanisms of resistance in H9‐12 and H9‐200 cells. Cross resistance was only seen with methotrexate but not with romidepsin, azacitidine (AZA), decitabine, gemcitabine, doxorubicin, or bortezomib. Resistance to PDX was reversed by pretreatment with hypomethylating agents in a concentration‐dependent fashion. Comparison of gene expression profiles of parental and resistant cell lines confirmed markedly different patterns of gene expression, and identified the dual specificity phosphatase four (DUSP4) as one of the molecular target of PDX activity. Reduced STAT5 phosphorylation following exposure to PDX was observed in the H9 but not in the H9‐12 and H9‐200 cells. These data suggest that combination with hypomethylating agents could be potent, and that DUSP4 and STAT5 could represent putative biomarkers of PDX activity.

## 1 INTRODUCTION

Folate metabolism plays a central role in multiple biological pathways and an unbalanced folate metabolism has been implicated in the pathogenesis of different diseases, including lymphomagenesis.^1^ Pralatrexate (PDX) was the first drug approved for patients with relapsed/refractory peripheral T‐cell lymphoma (PTCL). Unlike other folates, PDX was designed to have high affinity for the reduced folate carrier (RFC), which internalizes both natural forms of folic acid and antifols. This rapid and efficient internalization leads to relatively high intracellular concentrations. While PDX inhibits many of the same enzymes inhibited by other antifols like methotrexate (MTX), it is clear that its activity in PTCL goes well beyond the inhibition of these pathways. This is underscored by the fact that leucovorin does not mitigate its activity, which is the case for classical antifolates like MTX, and suggests that there are other targets the drug influences in PTCL that account for some component of its efficacy.^2^

Although PDX is significantly more cytotoxic when compared to first‐generation antifolates, its precise mechanism of action and T‐cell malignancy is not completely understood. PDX received regulatory approval for the treatment of relapsed or refractory PTCL in 2009. Early preclinical and clinical experiences have suggested an extraordinarily high level of activity in T‐cell malignancies, with minimal to no activity in patients with B‐cell lymphoid neoplasm or carcinomas.^3^, ^4^, ^5^ Despite the greater selectivity of PDX against T‐cell lymphomas, the overall response rate (ORR) in heavily treated patients is about 30%, though recent data from studies in Asia suggest ORR in the 50%.^6^, ^7^ Several lines of data suggest that PDX use earlier in the line of therapy can improve the ORR to about 45% to 50%, and lead to markedly better complete remission rates, and progression free and overall survival. This latter observation suggests that there is cross‐resistance with other conventional cytotoxic chemotherapy agents which accumulates over time.^8^

Intrinsic resistance to PDX appears to be overcome to some extent through the use of combinations, as preclinical and clinical data evaluating PDX combinations have shown marked synergy with histone deacetylase inhibitors (HDACi) like romidepsin,^9^ proteasome inhibitors like bortezomib,^10^ and cytidine analogs.^11^ For example, while the ORR to single agent PDX and romidespin are about 30% and 25%, respectively, the ORR to PDX plus romidepsin in a phase 1 study is in the 70% to 75% range, with a complete response rate of 29%.^9^, ^12^, ^13^

While the mechanistic basis for the PTCL selectivity and acquired resistance to PDX are still not entirely understood, it is clear the T‐cell malignancies represent one of those neoplastic diseases characterized by high rates of intrinsic drug resistance, and a penchant for rapid emergence of acquired resistance. Herein, we have developed a series of PDX‐resistant cell lines as a strategy to better understand mechanisms of acquired resistance and as a strategy to potential identify companion agents that might overcome mechanisms of intrinsic resistance.

## 2 MATERIALS AND METHODS

### 2.1 Materials

All drugs were purchased from Selleckchem (Houston, Texas) and were prepared in 100% DMSO.

### 2.2 Cell lines and culture

The cutaneous T‐cell lymphoma line H9 was obtained from the American Type Culture Collection (Manassas, Virginia). Parental and derived resistant cells were grown in RPMI 1640 medium with 10% fetal bovine serum.

### 2.3 Western blotting

Western blotting was performed according to standard protocols, using chemiluminescence detection system (Thermo Scientific, Waltham, Massachusetts). Primary antibodies against SLC19A1 (ThermoFisher, Waltham, Massachusetts), DHFR (Santa Cruz, Dallas, Texas), dual specificity phosphatase four (DUSP4), STAT5, phospho‐STAT5 and β actin (Cell Signaling, Danvers, Massachusetts).

### 2.4 Cytotoxicity assays

Cytotoxicity was performed on cultured cells using the Cell Titer Glo assay (Promega, Madison, Wisconsin) as previously described.^10^ Synergy of the combinations was calculated using Excess Over Bliss methodology.^10^ Luminescence was detected using the multimode plate reader GloMax Discover system (Promega, Madison, Wisconsin). For the pretreatment with AZA and decitabine, cell were exposed for 4 days to increased concentration of the hypomethylating agent (125, 250, and 500 nM for AZA and 6.25, 12.5, and 25 nM for decitabine). The compound was added to the cell culture every 24 hours for a 96‐hour period. Then, cells were washed and seeded at concentration of 3 × 10^5^ cells/mL and exposed to increased concentration of PDX.

### 2.5 Generation of PDX resistant cells

H9 cells were seeded at concentration of 3 × 10^5^ cells/mL into 75 cm^2^ culture flasks. To establish PDX resistance, the cells were initially incubated with low concentrations of PDX for 96 hours, then counted and reseeded. Concentrations of PDX were gradually increased and the process continued until the concentration of PDX in the medium reached between 30 and 200  nM after 160 days. Two H9‐derived cell lines were obtained that grew stably in medium containing PDX at concentration of 10 and 200 nM.

### 2.6 Quantitative reverse transcription polymerase chain reaction

RNA samples extracted from wild‐type and resistant cell lines were used for gene expression profiling and reverse transcription polymerase chain reaction (RT‐qPCR) analysis. cDNA was made using Omisncript RT Kit (Qiagen, Hilden, Germany). Taqman Fast Advanced Master Mix and FAM‐MGB primers were purchased from Thermo Fisher (Waltham, Massachusetts). RFC (Hs00953344_m1), folylpolyglutamate synthetase (FPGS) (Hs00191956_m1), DHFR (Hs00758822_m1), gamma‐glutamyl hydrolase (GGH) (Hs00914163_m1). Reactions were conducted on a StepOnePlus Real‐Time PCR System (Applied Biosystem, Foster City, California).

#### 2.6.1 Methylation specific PCR

Genomic DNA was extracted using a Quick‐DNA kit (Zymo Research, Irvine, California) and bisulfite treatment was carried out using a EZ DNA Methylation kit (Zymo Research, Irvine, California) following the manufacturer's instructions. Primers specific for the RFC promoter A and B regions and reaction condition were as previously described.^14^

### 2.7 Gene expression profiling

Total RNA was extracted using RNeasy mini kit (Qiagen, Hilden, Germany) from cells collected after 24 hours incubation with or without drugs (MTX and PDX) and RNA quantitation and quality over assessed by the Agilent Bioanalyzer 2100. RNA libraries prepared from poly‐A pull‐down enrich mRNAs (Illumina TruSeq RNA prep kit, San Diego, California), were sequenced at the Columbia Genome Center using Illumina HiSeq2500/HiSeq4000. DEseq software, an R package based on a negative binomial distribution that models the number reads from RNA‐seq experiments and test for differential expression, was employed to test for differentially expressed genes under various conditions. For visualization, raw counts were normalized sample‐wise to reads per million and differential expression was calculated for each cell line as a z‐score centered at untreated controls. Hierarchical clustering was calculated by euclidean distance using the hclust function in the stats R package and visualized using the heatmap.2 function within the gplots R package. Unclustered heat maps were also generated with the heatmap.2 function with samples organized by cell line and drug concentrations and genes organized by pathway annotation. Principal component analysis (PCA) was prcomp function in the stats R package. In the matrix, each column represents a sample and each row represents a gene.

## 3 RESULT

### 3.1 Differential H9, H9‐12, and H9‐200 cells sensitivity to folate antagonist

Two drug resistant cell lines, named H9‐12, and H9‐200, were derived from exponentially growing H9 cells, following exposure to increased PDX concentrations. H9‐12 and H9‐200 cells showed no sensitivity to drug concentrations that clearly induce cell death in the H9 parental cell line, indicating the emergence of a resistant phenotype. Cell viability of H9‐12 cells was not affected by a 20‐fold increase in drug concentration relative to H9 parental cells while H9‐200 cells showed no sensitivity to all tested PDX concentrations (≥1 mM). Figure 1 shows the sensitivity of H9, H9‐12, and H9‐200 cell lines to increasing concentrations of both PDX and MTX. All cell lines exhibited a concentration‐dependent resistance to PDX and MTX, though PDX retains about 1‐log greater potency than MTX across the three cells lines.

**FIGURE 1:**
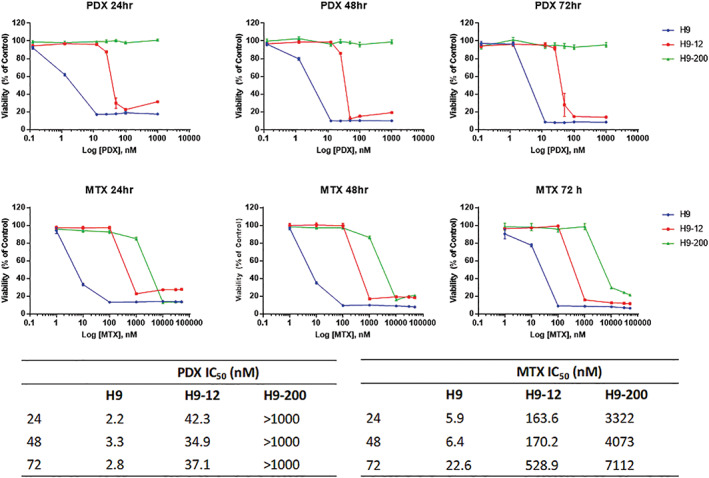
H9, H9‐12, and H9‐200 differential sensitivity to pralatrexate (PDX) and methotrexate (MTX). Growth inhibition curves following 24, 48, and 72 hours exposure of H9 (blue), H9‐12 (red), and H9‐200 (green) cells to increased PDX or MTX concentrations. IC_50_ values given in nanomolar concentrations for each time point. Error bars represent the SD of three or more separated experiments [Color figure can be viewed at wileyonlinelibrary.com]

A significant fold increase was observed in the concentration of PDX and MTX required to affect cell viability by 50% in drug resistant cells relative to their corresponding parental cells. The IC50 for PDX and MTX, after 48 hours of drug exposure, were estimated to be 3.3 and 6.4 nM for H9 cells, 34 and 170.2 nM for H9‐12 cells, and >1000 and 4073 nM for H9‐200 cells, respectively (Figure 1 and Supporting information Figure 1).

In order to evaluate the stability of the drug resistance phenotype, the H9‐12 and H9‐200 cell lines, grown for over a month in absence of drug, were reexamined for their relative sensitivity to increase concentration of PDX. H9‐12 and H9‐200 cells, grown in absence of drug, still demonstrated resistance to PDX when compared to the H9 parental cell line. The IC50 for PDX was 14.17 nM for H9‐12 and >1000 nM for H9‐200 (Supporting information Figure 1).

### 3.2 H9, H9‐12, and H9‐200 display similar sensitivity to HDACi, AZA, decitabine, doxorubicin, gemcitabine, and bortezomib

To evaluate the patterns of resistance to other drugs, H9, H9‐12, and H9‐200 were exposed to increased concentrations of the HDACi romidepsin, two hypomethylating agents (AZA and decitabine), an anthracycline (doxorubicin), the synthetic pyrimidine nucleoside prodrug gemcitabine and the proteasome inhibitor bortezomib. Concentration and time dependent sensitivity of the parental and the two resistant cell lines to all six single agents were similar (Figure 2 and Supporting information Figure 2). The estimated IC50s at 48 hours from exposure were 3.1 nM for romidepsin, 0.9 μM for AZA, >100 μM for decitabine, 168.7 nM for doxorubicin, 5.9 nM for gemcitabine, and 4.3 nM for bortezomib.

**FIGURE 2:**
H9, H9‐12, and H9‐200 similar sensitivity to romidepsin, azacitidine, and decitabine. Growth inhibition curves following 24 (blue), 48 (red), and 72 (green) hours exposure to increased drug (Romidepsin, Azacitidine, and Decitabine) concentrations. IC_50_ values given in nanomolar and micromolar concentration for each time point. Error bars represent the SD of three or more separated experiments [Color figure can be viewed at wileyonlinelibrary.com]

### 3.3 Differential expression of DHFR, FPGS, GGH, and RFC in the H9, H9‐12, and H9‐200 cells

Mechanisms of resistance to folate antagonists has been correlated to deregulated expression of DHFR, GGH, FPGS, and RFC.^12^, ^15^, ^16^, ^17^, ^18^, ^19^, ^20^ In order to identify those traditional molecular mechanisms that would explain the patterns of antifol resistance we quantitated the expression of the *DHFR*, *FPGS*, *GGH*, and *RFC* genes in the H9 parental cell line and the two PDX resistant cell lines H9‐12 and H9‐200 as determined through RT‐qPCR, western blot analysis and immunocytochemistry (IHC). As shown in Figure 3A, when compared to the parental H9 cells, a substantial increase (5‐fold) in RNA levels for the *DHFR* gene was identified in the H9‐12 cell line. Increase (0.5‐fold) in *DHFR* RNA levels was also observed in the H9‐200 cells though of a lesser extent. Western blot analysis confirmed a corresponding increase in DHFR protein levels in the H9‐12 and H9‐200 cells (Figure 3B). Increased GGH and reduced FPGS protein levels were also identified in H9‐12 and H9‐200 cells when compared to parental H9 cells, but without a clear relationship with the observed RNA levels. Finally, a substantial decrease in RNA levels for the *RFC* gene was observed in the H9‐200 cells compared to H9 and H9‐12 cells (Figure 3A). IHC analysis of the RFC protein expression in parental and drug resistant cell lines, correlated with the differential expression observed at the RNA level (Figure 3C).

**FIGURE 3:**
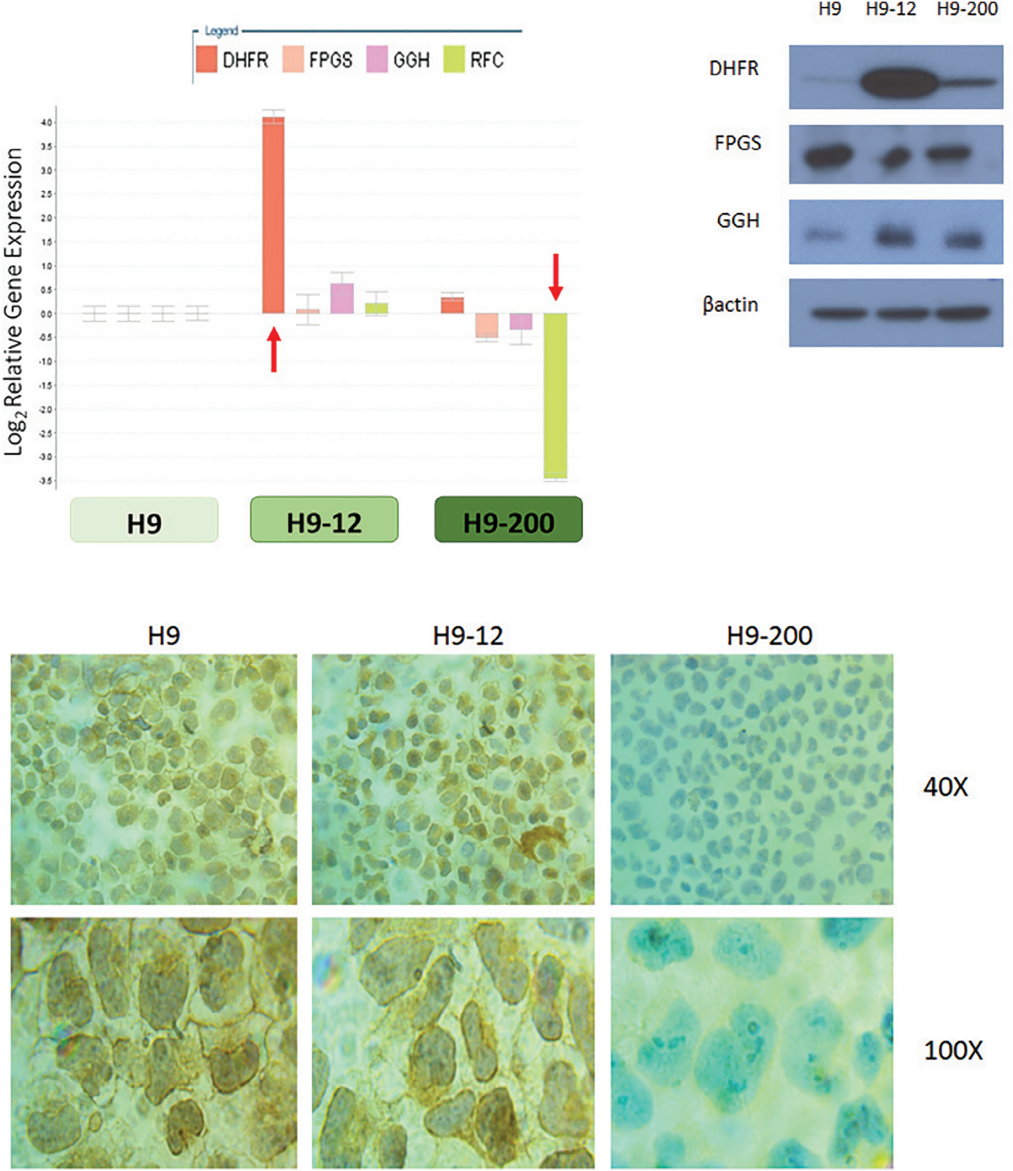
Gene expression of folate pathway genes in H9, H9‐12, and H9‐200 cell lines. A, Dihydrofolate reductase (*DHFR)*, folylpolyglutamate synthetase (*FPGS)*, gamma‐glutamyl hydrolase (*GGH)*, and reduced folate carrier *(RFC)* mRNA levels in H9‐12 and H9‐200 cells determined by quantitative real‐time RT‐PCR as compared to H9 parental cells. Arrows indicate *DHFR* and *RFC* RNA levels. B, DHFR, FPGS and GGH protein levels in H9, H9‐12, and H9‐200 cells as determined by Western blot analysis. C, Immunohystochemistry analysis of RFC expression in H9, H9‐12, and H9‐200 [Color figure can be viewed at wileyonlinelibrary.com]

These data suggest that the molecular mechanism mainly responsible for PDX/MTX resistance in the H9‐12 cells is the over expression of the *DHFR* gene, while in the H9‐200 cells, the principle mechanism of resistance was reduced *RFC* expression. Thus, two distinct concentration dependent patterns of PDX resistance. Based on these findings, we sought to determine the genetic basis for the resistance.

### 3.4 *DHFR* gene amplification and MSP‐PCR analysis of *RFC* promoter

As has been shown by the seminal work of Bertino and coworkers,^19^, ^21^, ^22^ resistance to MTX has been attributed to increased expression of *DHFR* through *DHFR* gene amplification. As shown in Figure 4A, cytogenetic analysis of H9, H9‐12, and H9‐200 using fluorescence in situ hybridization analysis with a two color DHFR fluorescent probe established the presence of 2, 10 and 4 copies of the *DHFR* gene, respectively. These data confirm that the increased expression of the *DHFR* gene in the H9‐12 and H9‐200 cell lines was the result of gene amplification.

**FIGURE 4:**
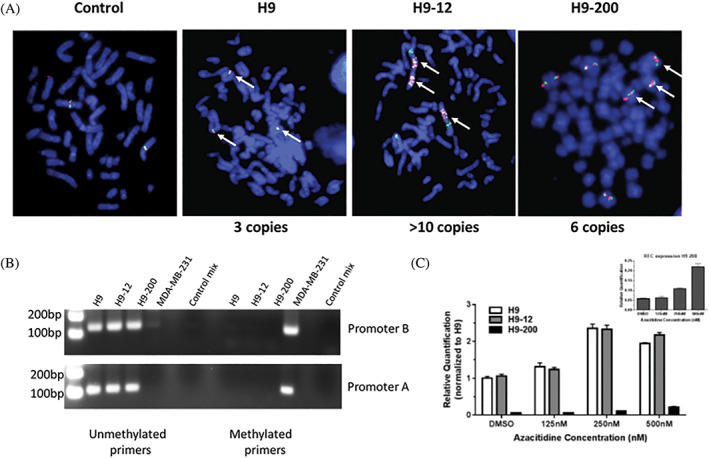
Dihydrofolate reductase (*DHFR)* gene amplification and MS‐PCR analysis of reduced folate carrier *(RFC)* promoter region. A, *DHFR* cytogenetic analysis of H9, H9‐12, and H9‐200 cells using two colors fluorescence in situ hybridization analysis. Arrows indicate signals relative to amplified *DHFR* gene in metaphase chromosome spreads. B, *RFC* promoter methylation specific PCR in H9, H9‐12, H9‐200, and MDA‐231 cells. C, *RFC* mRNA level quantitative analysis in H9, H9‐12, and H9‐200 cells exposed to increased concentration of azacytidine (AZA) for 96 hours. Samples were normalized to *RFC* mRNA level in DMSO treated H9 cells. Bars represent SD of three determinations. For all the analyses similar results were obtained in three independent determinations. Top right histogram shows an enhanced representation of the induced RFC mRNA expression by azacitidine in the H9‐200 cells. DMSO, dimethyl sulfoxide; MS‐PCR, methylation specific polymerase chain reaction [Color figure can be viewed at wileyonlinelibrary.com]

Epigenetic dysregulation can also play an important role in drug resistance, by silencing genes controlling the major determinants of antifol sensistivity and resistance. Methylation of the *RFC* promoter has been reported as the underlying mechanism for the antifolate resistance observed in colorectal cancer,^23^ systemic lupus erythematosus,^24^ the MTX resistant cell line M805, established from a patient with malignant fibrohistocytoma^14^ and the breast cancer cell line MDA‐MB‐231, where a 1400 bp *RFC* promoter region was identified as a CpG island and found methylated.^14^, ^25^ We explored the methylation status of the *RFC* promoter in the H9, H9‐12, and H9‐200 cell lines via methylation specific PCR, using as positive control the genomic DNA extracted from the MDA‐MB‐231 cell line. As shown in Figure 4B, neither promoter region A nor B shows any evidence of methylation at genomic level in H9, H9‐12, and H9‐200 cells when compared to MDA‐231 cells. This result excludes the likelihood that reduced expression of the *RFC* gene in the H9‐200 cells is due to promoter methylation. Rothem et al^26^ have reported that reduced expression of transcription factors as CREB1, ATF1, USF1, FOS, JUN, Sp3, and Sp1 is responsible for a major decrease in *RFC* mRNA expression in the CCRF‐CEM and derived human leukemia cell lines. Hence, we then explored any potential relationship between the expression of these transcription factors and the reduced *RFC* seen in H9‐200. Western blot analysis of H9, H9‐12, and H9‐200 cells showed a similar level of expression for the transcription factor USF1 in all three cell lines, but a reduced level of expression of the transcription factors Sp1, Sp3 and JUN in H9‐12 and H9‐200 when compared to parental H9 cells (Supporting information Figure 3). H9‐12 cells do not show decreased *RFC* expression, thus taking in consideration the differential expression of RFC in H9‐12 and H9‐200 we can exclude that the decrease expression of the RFC gene in H9‐200 is the result of a reduced availability of the Sp3 and JUN transcription factors.

Although promoter methylation was not the reason for the lower *RFC* expression, we explored the potential of global genome wide methylation on the lower levels of RFC in H9‐200. We treated cells with 5‐azacytidine (AZA) and decitabine (DAC) in order to determine if these hypomethylating agents could restore *RFC* expression and consequently sensitivity to PDX. As first step, H9, H9‐12, and H9‐200 were exposed to increased concentrations of AZA and DAC. Concentration and time dependent sensitivity of the parental and the two resistant cell lines to the two single agents were similar (Figure 1), again confirming minimal to no cross‐resistance to these drugs. The estimated IC50s at 48 hours from exposure were 0.9 μM for AZA and >100 μM for DAC. As we and others have demonstrated in the past, maximal demethylation requires continuous exposure to the hypometylating agent.^27^ Continuous exposure to AZA with 24 hours interval replacement demonstrated that H9, H9‐12, and H9‐200 cells demonstrated a 2‐ to 4‐fold increase in *RFC* mRNA level as determined by qPCR analysis (Figure 4C). A 2‐fold increase in *RFC* mRNA level was observed in H9 and H9‐12 cells while a 4‐fold increase was seen in the H9‐200 cells (Figure 4C). However, the *RFC* mRNA level in the H9‐200 exposed to AZA was substantially reduced when compared to H9 and H9‐12 mRNA levels.

### 3.5 Pretreatment with hypomethylating agents restore PDX sensitivity in H9‐200 cells

As noted above, all three cell lines were equally sensitive to the hypomethylating agents, and exposure to AZA induced an increase in the *RFC* mRNA level in parental, H9‐12, and H9‐200 cell lines. To explore this further, H9, H9‐12,and H9‐200 were continuously exposed to increasing concentration of AZA and decitabine for 96 hours and then reanalyzed for their sensitivity to PDX. As shown in Figure 5A,B, an increase in concentration and time dependent PDX sensitivity of H9 and H9‐200 cells was observed after AZA and decitabine pretreatment, with a minimal effect observed in H9‐12 cells, expressing high levels of *DHFR*. Increased sensitivity to PDX in H9‐200 correlates with increased exposure to 5‐AZA and DAC, indicating that the resulting resensitization to PDX was due, at least in part, to the hypomethylating agent pretreatment.

**FIGURE 5:**
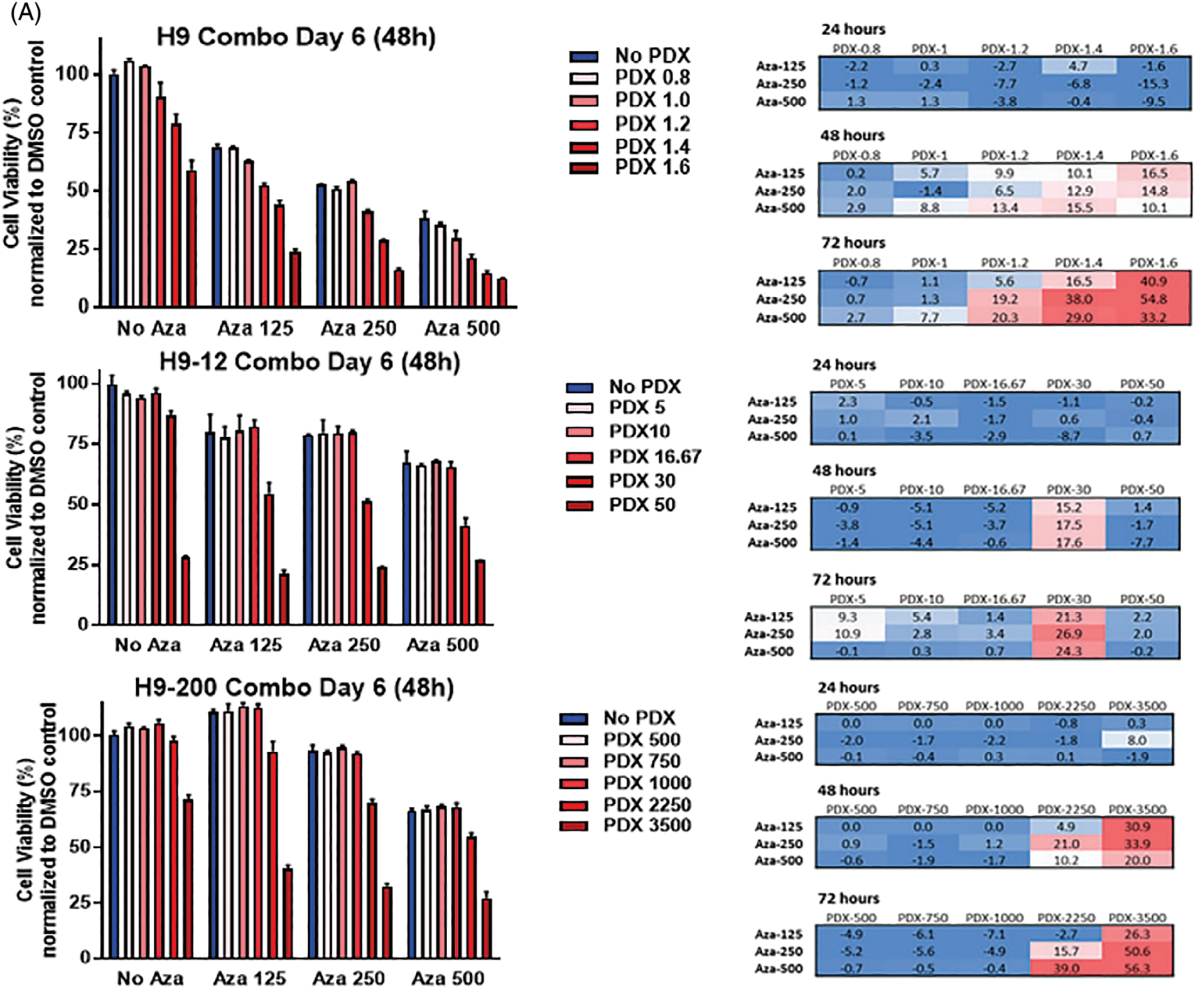
Azacitidine (AZA) and decitabine (DAC) synergize with pralatrexate (PDX) in H9, H‐12, and H9‐200 cells. A, AZA and B, DAC pretreatment sensitizes H9‐12 and H9‐200 cells to PDX. Sequential exposure to increase concentration of hypometylating agent decreases resistance to PDX. Error bars represent the SD of three or more separated experiments. Excess Over Bliss (EOB) values represent average of three independent experiments. AZA, DAC, PDX. Concentration values are in nM [Color figure can be viewed at wileyonlinelibrary.com]

### 3.6 Gene expression profiling of H9, H9‐12, and H9‐200 reveals two patterns of modulation

To gain deeper insight into the mechanisms of action and the molecular pathways affected by MTX and PDX, gene expression profiles (GEP) of parental and resistant T‐cell lymphoma lines (H9, H9‐12, and H9‐200) exposed to single agents drugs were performed. Unsupervised hierarchical clustering and PCA revealed a clear distinction and close distribution based on cell types and treatment, indicating the consistency of the experiments as well as the specificity of treatment effects (Supporting information Figure 4).

GEP on parental H9 cells treated with MTX or PDX revealed that 1890 genes were modulated by MTX vs 2083 genes modulated by PDX. The relationship among the GEP are shown in Figure 6A. The number of genes modulated in common by PDX and MTX was 1215 genes; 675 of the 1890 MTX‐modulated genes were unique to MTX only, while 860 of the 2083 genes modulated by PDX were unique to PDX. Validation of gene expression analysis was performed by RT‐qPCR using five selected genes (*AK1*, *DUSP4*, *GIMAP6*, *SAT1*, *STC1*), and successfully confirmed the genes found to be up‐regulated in the differential expression analysis (Figure 6B).

**FIGURE 6:**
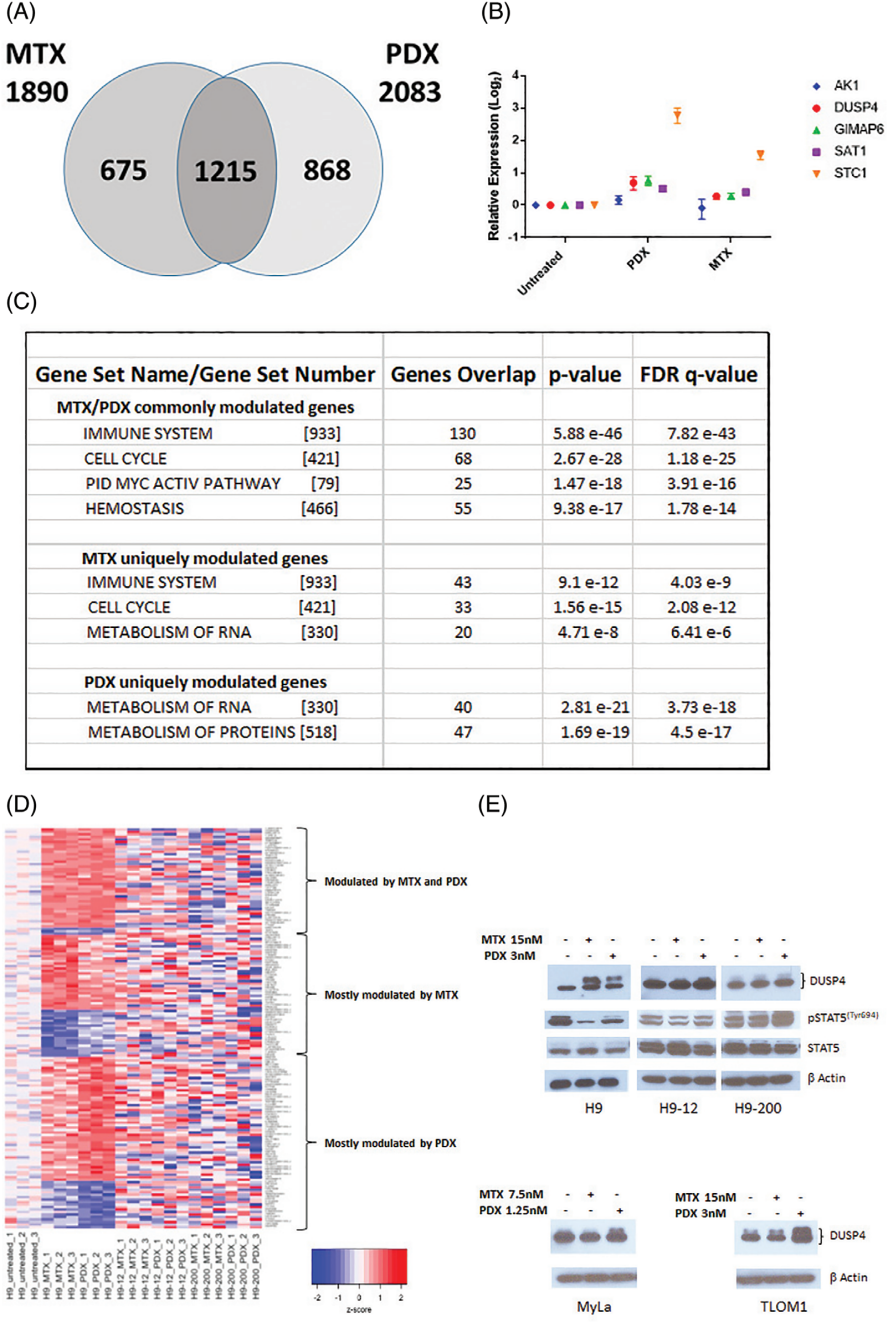
Methotrexate (MTX) and pralatrexate (PDX) modulate unique set of genes. A, The Venn diagram shows the relationship among genes included in the two signatures (adjusted *P* value ≤.05). The expression of 675 and 868 genes, uniquely modulated by each agent treatment. Number of genes modulated by both agents are also shown. B, Validation of the gene expression profiles (GEP) analysis performed by reverse transcription polymerase chain reaction (RT‐qPCR) using five selected genes (*AK1*, dual specificity phosphatase four [*DUSP4*], *GIMAP6*, *SAT1* and *STC1*). C, Canonical pathways commonly and uniquely affected by MTX and PDX. D, Supervised analysis of TCL lines based of the expression of genes modulated by each single agent (adjusted *P* value .05, Log 2‐fold change value ≥0.5). Commonly and uniquely gene sets modulated by MTX and PDX are indicated. E, Western blot analysis of H9, H9‐12, H9‐200 (DUSP4, phospho‐STAT5 and STAT5), MyLa and TLOM1 (DUSP4) cells exposed 24 hours to MTX and PDX [Color figure can be viewed at wileyonlinelibrary.com]

Gene set enrichment analysis on the common and unique gene sets identified four canonical pathways (immune system, cell cycle, MYC activation pathway and hemostasis), affected by exposure to both MTX and PDX. An additional 43 and 33 genes that belong to the immune system and cell cycle were affected by exposure to MTX but not PDX. In contrast, exposure to PDX but not MTX affected 47 genes that belong to the metabolism of proteins canonical pathway. Lastly, exposure to both single agents affected the metabolism of RNA pathway but by modulating different (nonoverlapping) set of genes, 20 in case of MTX, 40 for PDX (Figure 6C). A supervised analysis of the genes whose expression is modulated (adjusted *P* value .05, absolute Log 2‐fold change 0.5, Supporting information Tables 1 and 2) by each single agent is shown in Figure 6D. Three patterns of modulation were identified: (a) genes whose expression is modified by both agents, (b) genes whose expression is more substantially modified by MTX than PDX, and (c) genes whose expression is more substantially modified by PDX than MTX. Interestingly, none of the patterns are seen in the two resistant cell lines H9‐12 and H9‐200 following exposure to MTX or PDX.

The DUSP4 was among the genes whose expression was found upregulated after exposure to MTX or PDX (Figure 6B,C). As shown in Figure 6E, increase in DUSP4 protein level was also observed, when H9 and MyLa, two CTCL derived cell lines and TLOM1, an adult T‐cell leukemia derived cell line, were exposed to PDX. DUSP4 has been showed to regulate STAT5 stability in T cells^28^ and suppress CD4 T cell proliferation through regulation of STAT5 phosphorylation and IL‐2 signaling.^29^ As shown in Figure 6E a decrease in STAT5 phosphorylation was observed in parental H9 but not in H9‐12 and H9‐200 resistant cells. Interestingly, the decrease in STAT5 phosphorylation correlates with a corresponding increase in DUSP4 expression.

## 4 DISCUSSION

The development of drug resistant cell lines can represent a valuable tool in understanding mechanisms of intrinsic and acquired drug resistance, and can provide insights in mechanism of action.^30^, ^31^ Resistance to antifolates has been ascribed to several mechanisms, including increased levels of the target through gene amplification, or genes involved in drug elimination, silencing of internalizing transporters, encompassing transport of the drug, and down‐regulation of genes involved in enhancing its intracellular cytotoxicity.^14^, ^20^, ^25^, ^26^, ^32^, ^33^ We demonstrated herein that in two PDX resistant cell lines, H9‐12 and H9‐200, *DHFR* gene amplification and reduced *RFC1* mRNA expression represent the two major mechanisms resulting in resistance to MTX and PDX, respectively (Figure 7). Pretreatment with hypomethylating agents as AZA and decitabine appear to mitigate some of the observed resistance, although the pretreatment has a more robust effect on H9‐200 cells than the H9‐12 cells. This suggests that the hypomethylating agent is able to overcome the mechanisms of resistance related to *RFC* down‐regulation, and not the *DHFR* amplification. It is possible in fact that the elevated *DHFR* expression in the H9‐12 cell line could be worsened by exposure to the hypomethylating agent, resulting in a further increase in RNA transcriptional levels and increased expression of the *DHFR* gene.

**FIGURE 7:**
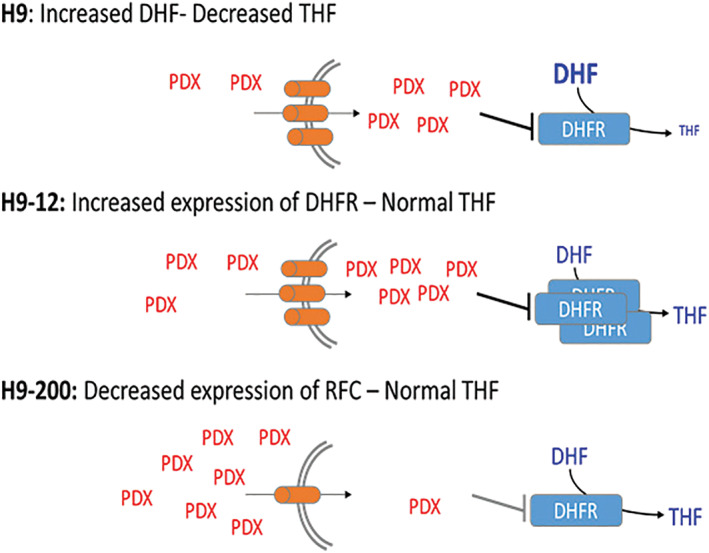
Proposed models of pralatrexate (PDX) resistance in H9‐12 and H9‐200 cell lines. Effect of dihydrofolate reductase (*DHFR*) and reduced folate carrier *(RFC)* deregulated expression in H9‐12 and H9‐200 and models of PDX resistance [Color figure can be viewed at wileyonlinelibrary.com]

Although the GEP of parental and resistant cell lines after PDX and MTX exposure revealed perturbation of common pathways, the number and type of differentially expressed genes within the common pathways diverge, suggesting that there are substantial differences between these drugs. The notion that PDX has a different mechanism of action making it noncross resistant to MTX has been supported by clinical data, and the observation that leucovorin does not nullify all of its cytotoxic effects.^5^ In this instance, the comparison of GEP analysis of parental and resistant cell lines, exposed to MTX and PDX, could provide mechanistic insights into the differential effects of these drugs, as well as possible mechanism of action, in T‐cell lymphoma.

The identification of *DUSP4* as one of the genes whose expression is increased in H9, MyLa and TLOM1 cells following exposure to PDX is also an example of how we could use this information to generate hypotheses around mechanism. DUSP4 is a member of the dual specificity protein phosphatatse subfamily and DUSPs have been implicated in T‐cell lymphomagenesis. These phosphatases negatively regulate members of the mitogen‐activated kinase superfamily involved in cellular proliferation and differentiation.

Reduced expression of DUSP4 has been identified as an adverse feature in different tumor types and cancer derived cell lines^34^, ^35^, ^36^, ^37^ and found to be epigenetically silenced in 75% of cases of diffuse B cell lymphoma (DLBCL). Moreover, a lack of DUSP4 was a negative prognostic factor in three independent cohorts of DLBCL patients.^38^ An increase in DUSP4 mediated by PDX would theoretically counterbalance the adverse pathogenetic implications of reduced DUSP4.

These findings are further supported by our observation of STAT5 decreased phosphorylation in H9 but not in H9‐12 and H9‐200 exposed to PDX. DUSP4 has shown to regulates STAT5 phosphorylation,^28^ and recent findings show that STAT5 activation drives PTCL,^39^ while its inhibition induces apoptosis in PTCL.^40^ Pimozide, an FDA‐approved neuroleptic agent, shown to be a STAT5 inhibitor, demonstrated a concentration dependent reduction in STAT5 activity and in the number of viable cells in PTCL lines.^40^

Further studies are underway to explore whether the reduction in STAT5 phosphorylation is the result of DUSP4 induced expression by PDX.

In summary, our PDX resistant cell line models represent useful paradigms (a) to elucidate the molecular mechanisms of action of PDX, (b) to clarify the mechanisms underlying clinical resistance to the drug, and (c) to evaluate new therapeutic strategies aimed at overcome drug resistance.

## CONFLICT OF INTEREST

O. O'. C. is a member of the Data Safety Monitoring Board at Celgene. He also receives research support from Celgene. Receives research support from Spectrum Pharmaceuticals. E. M. consulting for Spectrum Pharmaceuticals, Mundipharma. F. M. receives support from Seattle Genetics.

## Supporting information

**Supporting information Figure 1** H9‐12 and H9‐200 retain resistance to PDX and MTX. (A) Growth inhibition curves following 24, 48 and 72 hours exposure of H9‐200 cells up to a 10.000 nM of pralatrexate (PDX). (B) Growth inhibition curves following 24, 48 and 72 hours exposure of H9‐12 (blue) and H9‐200 (red) cells, grown for a month in absence of drug, to increased PDX or methotrexate (MTX) concentration. IC_50_ values given in nanomolar concentrations for each time point. Error bars represent the SD of three or more separated experiments. Click here for additional data file.

**Supporting information Figure 2** H9, H9‐12 and H9‐200 similar sensitivity to bortezomib, doxorubicin and gemcitabine. Growth inhibition curves following 24 (blue), 48 (red) and 72 (green) h exposure to increased bortezomib, doxorubicin and gemcitabine concentration. IC_50_ values given in nanomolar concentrations for each time point. Error bars represent the SD of three or more separated experiments. Click here for additional data file.

**Supporting information Figure 3** Western blot analysis of transcription factor expression in parental and resistant cell lines. Sp1, Sp3, JUN and USF1 protein levels in H9, H9‐12 and H9‐200 cells as determined by western blot analysis. Click here for additional data file.

**Supporting information Figure 4** Unsupervised analyses of GEP of T cell lymphoma lines exposed to MTX and PDX. (A) Unsupervised hierarchical clustering divided the samples according to cell type and within each cell type to drug treatment. In the matrix, each column represents a sample and each row represents a gene. The color scale bar shows the relative gene expression changes normalized by the SD (0 is the mean expression level of a given gene). (B) Principle component analysis (PCA) showed a clear distinction based on cell types and treatment. Click here for additional data file.

**Supporting information Table 1** (Methotrexate)
Supporting information Table 2 (Pralatrexate) Click here for additional data file.

## Data Availability

The data that supports the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Generation of pralatrexate resistant T‐cell lymphoma lines reveals two patterns of acquired drug resistance that is overcome with epigenetic modifiers
**Source:** Genes Chromosomes Cancer. 2020 Jul 30;59(11):639–51. doi: 10.1002/gcc.22884
**Supplement:** Supplementary file 5 — Supporting information Table 1 (Methotrexate) Supporting information Table 2 (Pralatrexate)

Supporting information Table 1 (Methotrexate)

**Supporting information Table 1.** List of genes modulated in H9 cells after 24 h exposure to methotrexate (MTX) (15 nM). Absolute Log2 fold change 0.5, *P*-value <0.05). ↑ upreglation, ↓ downregulation.

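The table comes from the gene expression profiling of parental H9 cells, a cutaneous T-cell lymphoma line, collected after 24 h with or without MTX at 15 nM. The paper made the libraries from poly-A enriched mRNA and tested for differential expression with DEseq, which models read counts by a negative binomial distribution. Each entry gives a gene, its log2 fold change, a P value and an arrow for the direction. Positive log2 fold changes carry the upward arrow and negative ones the downward arrow, with 0 entries where arrow and sign differ. Counted over the table, 92 genes are listed, 70 as higher after MTX and 22 as lower. The absolute log2 fold change is at least 1 for 27 of them. The paper's largest increase is that of MFSD2A, a lysophospholipid transporter, at 3.93 (the paper's P = 0.00597), and its largest decrease is that of SGK3, a serine/threonine kinase, at -4.11 (the paper's P = 0.0172). DUSP4, the phosphatase that the paper followed to the protein level, has the paper's log2 fold change of 0.62 (P = 0.000247), and DUSP6, a phosphatase of the same family, has 0.50 (P = 9.26e-85). The paper's values for the immunity-associated GTPases are 0.95 for GIMAP4 (P = 1.62e-07) and 0.71 for GIMAP6 (P = 8.34e-34), and that for SAT1, an enzyme of polyamine breakdown, is 0.50 (P = 4.25e-08). CHAC1, a glutathione-degrading enzyme, is among the genes listed as lower, with the paper's value of -0.74 (P = 0.0217). The P value is above 0.001 for 64 of the 92 genes. The table's heading names a P value, while the text and the legend of Figure 6D name an adjusted P value at the same thresholds. The table gives no counts and no error per gene, so the spread between replicates cannot be read from it, and the H9 libraries behind it were not analysed here.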

Supporting information Table 2 (Pralatrexate)

**Supporting information Table 2.** List of genes modulated in H9 cells after 24 h exposure to pralatrexate (PDX) (3 nM). 

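This list was made in the same way from H9 cells exposed to PDX at 3 nM. It holds 114 entries, 91 of them higher after PDX and 23 lower, and the absolute log2 fold change is at least 1 for 42. 1 entry is a number in place of a gene symbol. The paper's largest increase is that of STC1, a secreted glycoprotein, at 3.55 (the paper's P = 0.0451), and its largest decrease that of GPR45, an orphan receptor, at -3.82 (the paper's P = 0.0116). Set side by side, both tables list 43 genes. Of these 40 are higher with both antifolates, 3 are lower with both and 0 go opposite ways. Another 49 genes are listed for MTX only and 71 for PDX only. The paper's absolute log2 fold change is larger with PDX for 28 of the 43 shared genes. Among the shared genes, the paper's values after PDX are 0.58 for DUSP4 (P = 0.000321), 1.27 for GIMAP4 (P = 1.39e-14), 0.97 for GIMAP6 (P = 6.85e-65), 0.60 for SAT1 (P = 1.89e-11) and 1.61 for TP53INP1, a p53-induced gene (P = 4.97e-08). Genes listed for PDX only include, with the paper's values, GIMAP1 at 0.57 (P = 6.93e-06), the adenylate kinase AK1 at 0.51 (P = 0.00121), the cyclin gene CCNG2 at 0.55 (P = 1.84e-09) and SOCS3, an inhibitor of cytokine signaling, at -0.55 (P = 3.37e-15). A gene in one table and absent from the other missed a threshold there, and neither table tests the difference between the drugs.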

Absolute Log2 fold change 0.5, *P*-value <0.05). ↑ upreglation, ↓ downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

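The deposited data hold 24 RNA-seq libraries of 3 human T-cell lines that the paper's gene expression profiling does not report on. HH is a cutaneous T-cell lymphoma line, PF382 a T-cell acute lymphoblastic leukemia line and TLOm1 an adult T-cell leukemia line. Cells were left untreated or exposed for 96 h, with drug added every 24 h, to AZA or decitabine, nucleoside analogs that inhibit DNA methylation. AZA was used at 50, 125 and 250 nM in HH and at 125, 250 and 500 nM in PF382 and TLOm1, and decitabine at 5, 12.5 and 25 nM in every line. Each condition has 1 library. The AZA and the decitabine libraries form separate sets, told apart by the prefix of the library titles, and each line has an untreated library of its own in either set. The H9, H9-12 and H9-200 libraries behind the paper's expression results were not analysed here, so no sentence of the paper's results carries values from these libraries.

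The values are whole read counts per gene, not normalized, for 25559 genes in each library. The submitters' processing notes name STAR, DESeq2, limma and the build GRCh37.p2, without versions or roles. The read counter and the annotation are not given in the sources used here. The labels describe the libraries both as poly-A RNA and as total RNA depleted of ribosomal RNA, which was not settled. No mitochondrially encoded gene is among the 25559. Total counts ranged from 16175077 to 32496676 (median 24346130) over the 12 libraries of the AZA set and from 13892514 to 29793985 (median 19652146) over the 12 of the decitabine set. A count of 0 in the smallest library allows up to 3 counts, or 0.216 CPM (counts scaled to the library total), and covers counting error only. The 2 untreated libraries of a line differed by more than sampling noise, with a chi-square per degree of freedom of 38.1 in HH, 38.5 in PF382 and 26.8 in TLOm1, and were kept as separate samples.

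The effect of each drug was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test, with TMM normalization, robust dispersion, and cell line as a block. All 9 treated libraries of a drug were set against its 3 untreated libraries. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 16107 genes for AZA and 15892 for decitabine. The p values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The 9 treated libraries are 3 doses in each of 3 lines and not 9 independent cultures, and nothing in the labels says that the doses came from separate experiments, so p values measure only the spread between these libraries and may be too small. A second model used the 9 treated libraries alone and tested the slope on log2 dose, given per doubling of the dose. A model of all 24 libraries with 6 blocks, line within set, tested the effect in each line, the difference between lines and the difference between the drugs, the last as AZA effect minus decitabine effect at dose ranges that do not match. The 6 untreated libraries were compared between the sets. Standard errors of log2 fold changes were taken from the fold change and the p value of the F test.

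Each of 34 gene lists, covering folate metabolism, the genes the paper names, targets of stress, interferon and p53 signaling, metabolism, proliferation, germline genes and markers of other cell types, was tested with camera of limma 3.58.1 on log2 CPM (prior count 2). Camera compares a list with all other genes. It was run with a preset correlation between genes of 0.01 and again with the correlation estimated from the libraries. Fry, which asks whether the genes of a list move on balance in 1 direction, was run beside it. Genes listed as higher or lower in Supporting information Tables 1 and 2 formed 4 more lists. Lists with at least 3 tested members were adjusted together. For single genes, among them SLC19A1, FPGS, GGH and DUSP4, an exact two-sided permutation test moved the untreated label within each line over 64 arrangements, on log2(CPM + 1).

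The genes named in the text follow a rule: for each drug the 12 largest increases and the 8 largest decreases among genes past the threshold, with a mean of at least 1 CPM and the same direction in all 9 treated libraries; up to 4 members of each list with the smallest adjusted p; every gene of the antifolate list and of the 2 short lists of genes the paper names; and the 8 genes with the smallest adjusted p in each test of a difference. Identifiers without a symbol were passed over, which was extended to provisional LOC identifiers after a first look at the results. Some genes that the rule picks are not reported here. Names outside it are marked where they stand. The sample groups, tests, lists, rule and alternatives were chosen before the data were examined, apart from what is marked as chosen later. The tests below on depth, on spread and on untreated libraries as the source of the stress response difference weigh patterns found in the main results. They do not count as chosen beforehand. The alternatives were DESeq2 1.42.0, limma-voom, other scalings, no filter on low counts or one of at least 5 CPM, the highest dose alone, both untreated libraries as controls, no block, leaving out each line or treated library in turn, and the fold threshold of 0.5 used for the paper's tables. The slope on the dose rank from untreated to the highest dose and the sum of the 3 doses of a line were added after seeing the data. Folds from counts pool the libraries of a group, and a gene without untreated counts was set to 3 counts over the 3 untreated libraries, as a lower bound.

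The model fits were tested on simulated data, in which 200 genes were changed by a known amount. With AZA, 75.9% of genes changed by 1 on the log2 scale, 81.8% of those changed by 2 and 93.4% of those changed by 3 were called. With decitabine the shares were 68.4%, 80.6% and 100%. For these shares each changed gene had the same change in every treated library, and the libraries were drawn independently. Effects that vary by line or dose were not simulated, nor were doses that share a culture. The shares may therefore be too high for the real libraries, and a lack of calls there does not show a lack of effect. Of the genes called, 11 of 180 and 7 of 176 were unchanged ones. These numbered 12 of 192 in the AZA dose trend and 18 of 191 in the decitabine dose trend. In the difference between the untreated sets they numbered 21 of 204. The counts of these fits and of AZA across the lines may therefore hold more false calls than the threshold implies. No genomic coordinates are given, since the annotation at hand is of another build than the one named for these counts.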

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

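Libraries of HH, PF382 and TLOm1 after AZA or decitabine are not reported on in the paper, and the signals in them that stand above the untreated libraries or differ between lines are given here. The test on the untreated libraries of the decitabine set, both tests on germline genes, the count over all germline members, the slope on dose rank, the sum of the doses and the test of the slopes between the drugs were chosen only after the result was seen. The tests on depth and on spread weigh a pattern found in the main results.

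Genes whose expression is normally confined to the germ line were higher after both drugs relative to other genes. Of 53 cancer-testis and germline genes tested with AZA, 46 were above their untreated level in pooled CPM, with a median log2 fold of 4.81 when the 12 genes without an untreated count were set to the floor. With decitabine 43 of 46 were above it, with a median of 3.59 and 18 genes at the floor. The filter on low counts admits genes silent before treatment only through the treated libraries, which raises these shares and medians. Of all 92 members listed, 45 had an untreated count in the AZA set and 36 in the decitabine set, of which 38 and 33 were above their untreated level. The tumor antigen PRAME was at 2.38 CPM untreated and 19.1 CPM after AZA (log2 fold change 2.71, standard error 0.61, adjusted p = 0.0599 over all genes and 0.0239 over the list, above the untreated library in 9 of 9), and at 2.19 and 18.6 CPM in the decitabine set. MAEL, a gene of the piRNA pathway, was at 0.167 and 16.5 CPM in the AZA set and at 0.105 and 5.61 CPM in the decitabine set. Camera gave an adjusted p of 8.95e-13 for AZA and 1.12e-08 for decitabine, and neither call held with an estimated correlation (adjusted p = 0.675 and 0.6) or by fry (adjusted p = 0.0989 and 0.215). Adjusted over the list alone, 29 members were higher and 1 lower with AZA. Over all genes edgeR called 0 members with either drug, and 0 over the list alone with decitabine. At an unadjusted p under 0.05 it had 37 higher and 1 lower with AZA and 17 higher with decitabine, while DESeq2 called 28 and 11 as higher and voom 0. Among the treated libraries, 5 of the 8 members that could be tested rose with the AZA dose, and also 5 adjusted over the list alone, with a slope for MAEL of 2.46 per doubling (adjusted p = 0.00107), and with the decitabine dose 0 of the 3 that could be tested did (1 adjusted over the list alone; camera adjusted p = 0.0597).

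Reads shared between near-identical copies were weighed on the members outside such gene families, whose median log2 fold was 2.71 with AZA (26 genes) and 1.82 with decitabine (21 genes). The latter falls between the limits set for either answer, so shared reads stay open as part of the pattern. Cells of another type were weighed on 7 abundant genes of epithelial cells and fibroblasts, of which 0 reached a mean of 5 CPM after either drug (highest mean 1.47 CPM, highest single library 9.16 CPM), which argues against a large share of such cells as the source. The lists of epithelial and of fibroblast and endothelial markers were themselves higher by camera after decitabine (adjusted p = 0.00708 and 0.00687), and the latter after AZA (0.0261). None of these calls held with an estimated correlation (adjusted p = 0.6 and 0.6 with decitabine and 0.675 with AZA). A small share of such cells still stays open, as do cells of types not tested. Induction of these genes by inhibitors of DNA methylation may account for the pattern and remains a hypothesis, since methylation was not measured in these libraries.

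With AZA, 138 genes were higher and 51 lower across the lines. The increases that the naming rule picks include MIOX, an inositol oxygenase (log2 fold change 3.85, standard error 0.59, adjusted p = 0.0246), the membrane receptor CD93 (3.07, standard error 0.47, adjusted p = 0.0246), the zinc finger gene ZNF772 (4.24, adjusted p = 0.0398), RAB13 (3.97, adjusted p = 0.0449) and METTL7B (3.01, adjusted p = 0.0181), the last at a few counts outside TLOm1 (at most 0.12 CPM in PF382 and 0.0618 CPM in HH, against 4.31 CPM in TLOm1 at 250 nM). SEC16B, which acts at exit sites of the endoplasmic reticulum, had 1 count over the untreated libraries and 293 over the treated ones, most of them in TLOm1 (2.14 CPM at 125 nM and 5.77 CPM at 500 nM, against 0.323 CPM in HH at 250 nM and 0.0798 CPM in PF382 at 500 nM). Genes that fell include LMF1, needed for lipase maturation (-1.19, standard error 0.13, adjusted p = 0.013), the TNF receptor adaptor TRAF1 (-0.91, adjusted p = 0.0181), the signaling regulator RGS1 (-1.25, adjusted p = 0.0363), the kinase WNK4 (-1.39, adjusted p = 0.0184) and the phosphodiesterase PDE9A (-1.91, adjusted p = 0.0468), the last measurable in PF382 alone (6.76 CPM untreated, against 0.0411 in HH and 0.0813 in TLOm1). RGS1 was too low to read in PF382 (0.960 CPM untreated). Untreated PF382 had 9.91 CPM of WNK4 and 6.76 CPM of TRAF1 in the AZA set, against 3.39 and 2.02 CPM in the decitabine set. After AZA PF382 had 2.29 to 2.82 CPM of WNK4 and 3.17 to 4.63 CPM of TRAF1, so its falls depend on the untreated library. In HH and TLOm1 both genes were below the untreated libraries of either set. Of the called genes, 164 moved the same way in all 9 treated libraries. Of the 64 choices of 1 library per line as the untreated one, 2 gave a count as large, the real one among them. The real choice gave 189 genes and the highest other 247, in which the highest dose of every line stood for the untreated library. Few choices reached the real count, but a wrong one exceeded it and the doses are not independent cultures. Chance and an oddity of the untreated libraries are therefore not excluded. The counts rest on few libraries: they were 12 higher and 6 lower without HH at 125 nM, 86 and 32 without HH at 250 nM, 3 and 3 without PF382 at 250 nM, 83 and 35 without PF382 at 500 nM and 2 and 1 without TLOm1 at 250 nM. They were 8 and 1 without HH, 0 and 1 without PF382 and 0 and 0 without TLOm1 (2292 genes at an unadjusted p under 0.05), 1 and 0 with the doses of a line summed and 0 and 0 without the block for cell line (261 at an unadjusted p under 0.05).

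With decitabine edgeR called 0 genes (2492 at an unadjusted p under 0.05; DESeq2 called 294 higher and 172 lower, voom 7 and 5). It called 10 higher with the doses of a line summed, and 747 higher and 1049 lower with both untreated libraries as controls. The latter counts include the difference between the sets, which that setting does not remove. The slope on dose rank from untreated to the highest dose called 1366 higher and 855 lower, against 1933 and 1512 with AZA. Without PF382 at 5 nM edgeR called 7 higher and 2 lower, and without TLOm1 at 5 nM 4 and 1. Among the 64 arrangements the highest other gave 1. With a real count of 0 every arrangement gives as many, so this test cannot weigh chance here. The difference between the drugs itself also called 0 genes (705 at an unadjusted p under 0.05; DESeq2 called 1), and with 4 assignments of the sets the splits are too few for a share under 0.05 (real value 0, highest other 0). The slopes per doubling among treated libraries differed between the drugs for 48 of 11779 genes, where 1 of 4 assignments gave as many and the splits are again too few (real value 48, highest other 0). Of 183 genes called with AZA and tested with decitabine, 177 went the same way and 131 of these had an unadjusted p under 0.05, with a median ratio of the log2 fold changes, decitabine over AZA, of 0.669 in genes picked by their AZA call. Dose trends among the treated libraries were called for 1040 higher and 941 lower genes with AZA and for 131 and 78 with decitabine. Leaving out a line moved the AZA trends to 1181 genes without PF382 and 770 without TLOm1, and the decitabine trends to 32 without HH and 322 without TLOm1. In 100 arrangements of the doses drawn, 1 reached 1981 genes for AZA, the real one, with 474 as the highest other. For decitabine 1 reached 209, again the real one, with 124 as the highest other. This argues against a chance order of the doses for both.

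Lower depth of the decitabine libraries was weighed by thinning the AZA libraries to the decitabine totals, which left 155 genes called and argues against depth as the whole cause. A larger spread between the decitabine libraries is argued against by the median biological coefficient of variation, whose ratio of decitabine to AZA was 0.864. The untreated libraries of the decitabine set alone as the cause are argued against by the trend among treated libraries, which called 10.6% as many genes with decitabine as with AZA, though the share varies (322 against 770 genes without TLOm1, 32 against 1748 without HH, 838 against 2344 without a filter on low counts). A weaker effect of decitabine at the doses used, or other differences between the sets, may remain, though with the doses summed decitabine called 10 genes and AZA 1 and the slope on dose rank called many with both, and these cannot be told apart here because no dose was matched between the drugs.

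The effect of AZA differed between the lines for 24 genes by the edgeR test of the difference (1872 at an unadjusted p under 0.05; DESeq2 called 421). The effect in each line rests on 1 untreated library, assumed to vary like the others, so these calls do not separate the drug from an oddity of that library. Among them JAM3, a junctional adhesion molecule, had log2 fold changes of 0.16 in HH, -1.94 in PF382 and 0.35 in TLOm1 (adjusted p = 1.72e-05), LSP1, an actin-binding protein of leukocytes, had -0.21, -2.41 and 0.01 (adjusted p = 0.000169), and the nuclear receptor RORA had -0.03, -1.97 and -0.36 (adjusted p = 0.00994). The pooled untreated level of JAM3 was 65.7 CPM in the AZA set and 24.5 CPM in the decitabine set. With decitabine 1 gene differed between the lines, the pseudogene DOC2GP (adjusted p = 0.0374; 1457 genes at an unadjusted p under 0.05; DESeq2 called 147).

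Genes of cholesterol synthesis and uptake were lower after both drugs, with a median log2 fold change of -0.64 with AZA and -0.50 with decitabine over 23 genes, and 0 of 23 fitted values above 0 with either (camera, adjusted p = 6.72e-13 and 1.98e-19; 0.675 and 0.514 with an estimated correlation; fry adjusted p = 0.0989 and 0.11). In pooled CPM 1 of the 23 was above its untreated level with decitabine. Adjusted over the list alone 20 fell with AZA and 20 with decitabine. Over all genes edgeR called MVD with AZA (-0.81, standard error 0.16, adjusted p = 0.0401) and 0 with decitabine (20 at an unadjusted p under 0.05; DESeq2 called 16 and voom 0). FDPS, the farnesyl diphosphate synthase, had -0.86 (adjusted p = 0.0711) with AZA and -0.61 (adjusted p = 0.13) with decitabine. Among treated libraries, 22 of 23 fell with the AZA dose (also 22 adjusted over the list alone; camera adjusted p = 1.26e-17, 0.519 with an estimated correlation) and 10 with the decitabine dose (19 adjusted over the list alone; camera adjusted p = 1.41e-19, 0.123 with an estimated correlation). The slope per doubling of AZA was -0.35 for FDPS (adjusted p = 0.00472), and that of decitabine -0.21 (adjusted p = 0.000686).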

How the results depend on the processing

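Over the genes followed and the alternatives run, 3044 values with AZA and 2957 with decitabine stayed on their side of the threshold. Another 205 and 177 passed it only under the alternative, and 269 and 0 no longer passed it. For the gene lists the counts were 777 and 781, 22 and 13, and 19 and 22. The germline, cholesterol and glycolysis lists kept their camera calls with the preset correlation under every alternative run. The cell cycle list with decitabine reversed to -0.0311 without TLOm1, the lowest of its values with a line or library left out, and the highest was 0.105, without PF382. Counts of genes moved most. With AZA, 734 genes were higher and 374 lower by DESeq2, and 268 and 177 by limma-voom. The stricter filter, which tests fewer genes, left 72 higher, and the highest dose alone, with fewer libraries, left 3 higher and 0 lower. With both untreated libraries as controls 1768 were higher and 1184 lower, and 150 of these are among the genes reported. That setting does not remove the difference between the sets, with either drug or by line. Without the block for cell line 0 were higher and 0 lower, since the differences between lines then enter the spread. A fold of at least 0.5 on the log2 scale left 28 lower. With 1 line or library left out, the higher genes ranged from 0 to 204 and the lower ones from 0 to 59. With decitabine, DESeq2 called 294 higher and 172 lower, limma-voom 7 and 5, and the highest dose alone 1 higher. Both untreated libraries as controls gave 747 higher and 1049 lower, and leaving out 1 line or library gave 0 to 7 higher and 0 to 2 lower. Chosen after seeing the data, the slope on dose rank called 1933 higher and 1512 lower genes with AZA and 1366 and 855 with decitabine, and the sum of the doses of a line 1 higher and 0 lower with AZA and 10 higher with decitabine. Dose trends with a line left out ranged from 770 to 1748 genes with AZA and from 32 to 322 with decitabine, and numbered 838 with decitabine without a filter on low counts. By line, DESeq2 called 273 genes in HH, 447 in PF382 and 945 in TLOm1 with AZA and 50, 430 and 90 with decitabine. Both untreated libraries of the line as controls gave 1137, 748 and 1750 with AZA and 377, 1438 and 59 with decitabine, and RLE scaling gave 2 in HH with decitabine. The differences between lines numbered 421 with AZA and 147 with decitabine by DESeq2, and 11 and 0 with the stricter filter. The difference between the drugs numbered 1 by DESeq2 and 7242 with both untreated libraries as controls, where the difference between the sets is not removed. The untreated libraries differed between the sets in 591 to 2026 genes with a line left out. Where no reason is given, the cause was not tested. Depth limits the genes near 0 counts before treatment, as among the germline genes, where the folds of the 12 with AZA and 18 with decitabine that had no untreated count are lower bounds.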

Other observations

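The joint test of the slopes of both drugs, and with it the test of whether the stress response pattern depends on the untreated libraries alone, were chosen only after the result was seen. The test on untreated libraries as the source of that pattern also weighs a pattern found in the main results. Dose trends below are slopes per doubling of the dose among the 9 treated libraries of a drug, tested with edgeR.

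Genes of glycolysis and the hypoxia response were lower after AZA, with a median log2 fold change of -0.51 and 0 of 29 fitted values above 0 (camera, adjusted p = 1.88e-10; 0.675 with an estimated correlation; fry adjusted p = 0.181). In pooled CPM 2 of the 29 were above their untreated level. Adjusted over the list alone 16 fell, while over all genes edgeR called 0 (19 at an unadjusted p under 0.05, all lower; DESeq2 called 6 and voom 1). With the AZA dose 20 of 27 fell, over all genes and over the list alone (camera adjusted p = 2.28e-12, 0.519 with an estimated correlation), among them the enolase gene ENO1 (slope -0.25, adjusted p = 0.00312), GAPDH (-0.22, adjusted p = 0.00464) and the phosphofructokinase PFKM (-0.20, adjusted p = 0.00348). With the decitabine dose 6 of 27 fell (15 adjusted over the list alone; camera adjusted p = 2.31e-07, 0.283 with an estimated correlation), among them the aldolase gene ALDOC (-0.20, adjusted p = 0.00321). After decitabine the list's median was -0.18 (camera adjusted p = 6.57e-05, 0.6 with an estimated correlation). The AZA effect minus the decitabine effect had a median of -0.35 (camera adjusted p = 2.15e-07, 0.881 with an estimated correlation). Of 30 genes of MYC and ribosome biogenesis 14 fell and 1 rose with the AZA dose (19 and 2 adjusted over the list alone; camera adjusted p = 1.91e-05, 0.519 with an estimated correlation), and 2 fell with the decitabine dose (18 adjusted over the list alone; camera adjusted p = 1.39e-12, 0.289 with an estimated correlation). MYC itself fell by 0.17 per doubling of AZA (adjusted p = 0.0186) and by 0.27 per doubling of decitabine (adjusted p = 0.00915). Of 47 genes of cytoplasmic ribosomal proteins 1 fell with the decitabine dose (37 adjusted over the list alone; camera adjusted p = 8.99e-19, 0.289 with an estimated correlation). Of 44 genes of the cell cycle 8 fell with the AZA dose (11 lower and 1 higher adjusted over the list alone; camera adjusted p = 1.91e-05, 0.572 with an estimated correlation).

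Interferon-stimulated genes rose in part with the AZA dose. With AZA 12 of 36 rose (13 adjusted over the list alone; camera adjusted p = 0.000259, 0.519 with an estimated correlation), among them the transcription factor IRF7 (slope 0.41, adjusted p = 0.012) and IFI35 (0.27, adjusted p = 0.00946). With the decitabine dose 1 rose (12 higher and 1 lower adjusted over the list alone; camera adjusted p = 1.13e-05, 0.255 with an estimated correlation). Across the lines the antiviral gene OAS3 rose with AZA (log2 fold change 0.77, standard error 0.14, adjusted p = 0.0293), the 1 of 53 called (3 adjusted over the list alone; camera adjusted p = 0.0261, 0.813 with an estimated correlation). The camera call for AZA was lost without TLOm1 at 500 nM (adjusted p = 0.206), without HH (0.0817) and without TLOm1 (0.139). Of 21 genes of MHC class I presentation HLA-B (0.51, standard error 0.09, adjusted p = 0.0317) and HLA-C (0.45, standard error 0.08, adjusted p = 0.0287) rose with AZA, each in 9 of 9 treated libraries (5 members adjusted over the list alone; camera adjusted p = 0.0261, 0.675 with an estimated correlation; 0.063 without TLOm1 at 125 nM). With the AZA dose 3 of 20 rose and 1 fell (3 and 3 adjusted over the list alone; median slope -0.0016, camera adjusted p = 0.765). Of 7 MHC class II genes 4 rose with the AZA dose (6 adjusted over the list alone; camera adjusted p = 0.0348, 0.519 with an estimated correlation), among them the invariant chain gene CD74 (slope 0.18, adjusted p = 0.00717; named after its values were seen). LAT, an adaptor of T-cell receptor signaling, rose with AZA (0.96, standard error 0.16, adjusted p = 0.0269), and its slope was 0.25 with AZA (adjusted p = 0.00361) and 0.29 with decitabine (adjusted p = 0.00874).

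Targets of ATF4 in the integrated stress response rose in part with the AZA dose and fell in part with the decitabine dose. With AZA 17 of 29 rose (18 adjusted over the list alone; camera adjusted p = 2.99e-10, 0.519 with an estimated correlation), among them the amino acid transporter genes SLC7A5 (slope 0.37, standard error 0.04, adjusted p = 0.00142) and SLC3A2 (0.28, adjusted p = 0.00543). After decitabine the median log2 fold change was -0.29 with 2 of 32 fitted values above 0 (camera adjusted p = 3.29e-14, 0.0571 with an estimated correlation; fry adjusted p = 0.00935). Adjusted over the list alone 20 fell. Over all genes edgeR called 0 (21 at an unadjusted p under 0.05, all lower; DESeq2 called 11 and voom 0). The serine synthesis gene PSAT1 had -0.42 (standard error 0.08, adjusted p = 0.13 over all genes and 0.00465 over the list) and the asparagine synthetase gene ASNS -0.62 (standard error 0.15, adjusted p = 0.136 and 0.0105), each lower in 9 of 9 treated libraries. With decitabine 5 of 28 fell (13 adjusted over the list alone; camera adjusted p = 9.35e-06, 0.113 with an estimated correlation), among them TRIB3 (slope -0.15, adjusted p = 0.0489). Across the lines with AZA the median was 0.20 with 26 of 32 fitted values above 0 (camera adjusted p = 0.191). It passed the threshold without HH (0.0243), without PF382 at 125 nM (0.0415), at the highest dose alone (1.43e-07) and with both untreated libraries as controls (0.0356). The AZA effect minus the decitabine effect had a median of 0.44 and was above 0 for 31 of 32 genes (10 adjusted over the list alone; camera adjusted p = 2.85e-20, 0.262 with an estimated correlation; fry adjusted p = 0.385). Over all genes edgeR called 0 of them, as it called 0 genes of any kind for this difference (705 at an unadjusted p under 0.05; DESeq2 called 1).

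Untreated libraries of the sets were weighed as the source of this difference: the list was higher, not lower, in the untreated AZA set than in the untreated decitabine set, by a median of 0.20 (quartiles -0.06 and 0.40; 19 of 31 above 0), which argues against it. A pattern that depends on the untreated libraries alone is argued against by the slopes among treated libraries, which were higher with AZA than with decitabine by a median of 0.30 per doubling (quartiles 0.18 and 0.38; 27 of 28 above 0; camera adjusted p = 1.45e-23, 0.0617 with an estimated correlation; 11 of 28 called over all genes and 21 over the list alone). Other differences between the sets, and the unmatched dose ranges, stay open. That AZA, which is also incorporated into RNA, and decitabine differ in this response may be read as a hypothesis, tested on the data it was found in.

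The paper reports that AZA raised RFC mRNA in H9, H9-12 and H9-200 cells after 96 h (Figure 4C); here the values are of other lines. SLC19A1, the RFC gene, had a log2 fold change of 0.05 with AZA (standard error 0.08, adjusted p = 0.74, above the untreated library in 6 of 9; exact permutation test, p = 0.469). With decitabine it had -0.34 (standard error 0.13, adjusted p = 0.262 and 0.0537 over the list, above in 0 of 9; exact permutation test, p = 0.0156, the smallest that 64 arrangements allow, and 0.104 adjusted over 10 tests). FPGS had 0.17 with AZA (adjusted p = 0.197; exact permutation test, p = 0.0312, adjusted 0.104) and 0.05 with decitabine (adjusted p = 0.779). GGH had 0.00 and 0.09 (adjusted p = 0.997 and 0.598). DUSP4, which the paper reports as raised in protein by PDX in H9, MyLa and TLOM1 (Figure 6E), had -0.24 with AZA (adjusted p = 0.688), with -0.83 in HH and 0.28 in TLOm1 (387 and 20.1 CPM untreated, against 0.306 in PF382, too low to read), and -0.30 with decitabine (adjusted p = 0.598). Among the transcription factors of the RFC promoter that the paper names, SP1 rose with the AZA dose (slope 0.09, adjusted p = 0.0482), while its effect across the lines was 0.12 (adjusted p = 0.282).

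Genes that the paper lists as higher after antifolates in H9 were higher after decitabine relative to other genes. The median log2 fold change was 0.25 for the MTX genes (41 of 58 above 0; camera adjusted p = 0.0092) and 0.27 for the PDX genes (60 of 80 above 0; camera adjusted p = 0.00381), and neither call held with an estimated correlation (adjusted p = 0.6 for both). Adjusted over the list alone 2 of the MTX genes rose and 0 of the PDX genes. Over all genes edgeR called 0 of either (10 and 14 higher and 1 and 2 lower at an unadjusted p under 0.05; DESeq2 called 3 and 2 higher and voom 0). Both camera calls were lost without PF382 (adjusted p = 0.315 and 0.44) and with both untreated libraries as controls (0.424 and 0.163). With AZA the medians were 0.07 and 0.04 (camera adjusted p = 0.902 and 0.987). Camera also called the dose trends of the MTX genes as higher with AZA (adjusted p = 0.0423; median slope 0.09, 2 of 28 rose) and those of both with decitabine (0.00315 and 0.00243), none with an estimated correlation (0.519, 0.371 and 0.351). The genes that the paper lists as lower after MTX also rose in part with the AZA dose (6 of 12, median slope 0.17; camera adjusted p = 0.0608), so the trend does not follow the paper's direction. SEC16B, higher in the paper's PDX table, rose with AZA as given above, while PITPNM3, higher in both of the paper's tables, fell with AZA (-0.85, standard error 0.18, adjusted p = 0.0468). Across the lines the genes listed as lower gave no camera call with either drug, with medians of 0.18 (MTX) and -0.13 (PDX) with AZA and 0.07 and 0.07 with decitabine.

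Epithelial markers were above 0 in 8 of 10 with AZA and 9 of 10 with decitabine, with median log2 fold changes of 0.93 (camera adjusted p = 0.147) and 1.55 (camera adjusted p = 0.00708, 0.6 with an estimated correlation). The keratin gene KRT8 (2.82, adjusted p = 0.0184) and SFN (3.81, adjusted p = 0.0326) rose with AZA (4 higher and 2 lower adjusted over the list alone), and 4 were higher adjusted over the list alone with decitabine. Fibroblast and endothelial markers had medians of 0.60 and 0.66 over 8 genes (camera adjusted p = 0.0261 and 0.00687; 0.675 and 0.6 with an estimated correlation; 3 higher and 1 lower, and 4 higher, adjusted over the list alone). Their AZA call was lost without HH (adjusted p = 0.127), without TLOm1 (0.0516) and without the filter on low counts (0.0535). Across the lines after decitabine, camera also called ribosomal proteins (median -0.10, adjusted p = 2.29e-08), MYC and ribosome biogenesis (-0.12, adjusted p = 1.99e-05), interferon-stimulated genes (0.19, adjusted p = 0.00687), MHC class I genes (0.10, adjusted p = 0.0239) and the cell cycle (0.07, adjusted p = 0.0165), and after AZA ribosomal proteins (-0.05, adjusted p = 0.0185). None of these held with an estimated correlation (adjusted p = 0.6, 0.6, 0.6, 0.6 and 0.726, and 0.813). Across the lines camera gave no call with either drug for folate and thymidylate metabolism, transcription factors of the RFC promoter, genes named in the paper's expression results, the DUSP and GIMAP families, STAT5 and IL-2 targets, the DNA methylation machinery, uptake and metabolism of cytidine analogs, nucleic acid sensing, MHC class II, p53 targets, the BCL2 family and death receptors, imprinted genes, T-cell identity, cytotoxic and NK receptors, B-cell, myeloid and erythroid markers, replication-dependent histones and small RNAs without poly-A tails, whose adjusted p ranged from 0.104 to 0.947 with AZA and from 0.0841 to 0.948 with decitabine. Of these, camera called the dose trends of the genes for uptake and metabolism of cytidine analogs as lower with both drugs (adjusted p = 0.0376 and 0.0491), and with decitabine those of the BCL2 family and death receptors (0.0015) and of T-cell identity (0.0491) as higher, besides MHC class II with AZA as given above; none held with an estimated correlation (adjusted p = 0.519, 0.415, 0.322 and 0.289). Members of these lists called with AZA include LAT and CYFIP2, a p53 target (-0.55, adjusted p = 0.0271). Of endogenous retroviral envelope genes 1 could be tested with AZA and 2 with decitabine, too few for camera, and of mitochondrially encoded genes 0.

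Tests within a line set 3 doses against 1 untreated library, which is assumed to vary like the other libraries, so an oddity of that library would count as an effect. Within PF382, 66 genes were higher and 90 lower with AZA and 40 and 2 with decitabine, and 17 were higher with both, where 0.165 would be shared by chance. In TLOm1 159 were higher and 76 lower with AZA, and 0 were called with decitabine (1423 at an unadjusted p under 0.05; DESeq2 called 90). In HH 0 were called with AZA (1931 at an unadjusted p under 0.05; DESeq2 called 273) and 1 with decitabine. Across genes, which are not independent replicates, the log2 fold changes of the drugs had a Pearson r of 0.828 and a Spearman rho of 0.577 over 15637 genes. The untreated libraries of the sets differed in 774 higher and 900 lower genes of 13675, AZA set against decitabine set (591 in all without HH). With 4 assignments of the sets, of which 1 gave as many, the splits are too few for a share under 0.05 (real value 1674, highest other 0).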
